A study of Mus musculus with 6 samples. Its data were reported in "An indicator cell assay for blood-based diagnostics" (2017).

How the data were processed

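Gene expression was measured on Affymetrix mouse exon arrays in 6 cultures of embryoid bodies. These are aggregates grown from mouse embryonic stem cells that carry a green fluorescent reporter of the motor neuron gene Hb9 (Mnx1) and were differentiated into spinal motor neurons. Each culture was exposed to blood fluid from mice that model Huntington's disease and carry a fragment of the human huntingtin gene. The labels of the samples call this fluid plasma, whereas the title of the series and the methods of the study call it serum, so "serum" is used below for a fluid whose kind is stated in both ways. The labels place all 6 arrays in a single group and number them in their titles as replicates 2, 4, 5, 6, 7 and 8. These numbers only name the arrays, and whether the numbers 1 and 3 were ever given to arrays is not known from the labels. The study removed outlying arrays in its own screen, and the labels do not say whether this group had been through it. If so, the agreement between arrays and the SDs below describe a set that was already screened. Control arrays were not analysed here, so there is no comparison between groups. No array batch or culture batch is given in the labels, so no relation could be examined within batches.

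The deposited values are intensities on a linear scale, 1 per gene and array. Per the methods of the study, the authors obtained them by Robust Multi-array Averaging in the Aroma Affymetrix package and took the mean over all exons annotated to a gene. The methods name no step that separates signal shared between near-identical genes. The study normalized its ALS arrays together, but which arrays were normalized together with these 6 is not stated, and neither is the genome build of the annotation. No coordinates are therefore given, and gene length was not used here. The step in which the authors expressed each gene as a log2 ratio to a model built on arrays with non-carrier serum is not part of these values. The planned test of a departure from the non-carrier reference therefore was not run, since it applies to such ratios. The table held 0 columns from other samples.

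Gene names had been altered where they began with a digit or held a hyphen, and 1193 names were restored to their usual form. Of 19613 names, 17533 were current symbols and 1822 were synonyms in a RefSeq gene table of the assembly GRCm38.p6, which was used for names alone, and 258 matched neither. Intensities were transformed to log2 with no pseudocount. A gene was taken as above background when its mean log2 intensity over the 6 arrays passed the 95th percentile of the means of the 1032 olfactory receptor genes, most of which are used in olfactory tissue alone. Replicate error is given as the SD over the 6 arrays. The study classified 6 serum samples, so this SD can include differences between sera. Arrays give no depth in counts, so their number limits the precision.

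The agreement of each array was its Pearson's r with every other array over all genes, averaged over its 5 partners. A two-sided Grubbs' test at alpha 0.05 was applied to the 6 averages, which is the kind of screen the study used on each batch of cells. Shared variation was the share of variance taken by the first principal component over genes above background, against 100 data sets in which the 6 values of each gene were shuffled over the arrays. For the genes and gene sets of the study's classifiers of amyotrophic lateral sclerosis (ALS), only their membership was taken from the study. The median SD of the classifier genes was placed among 10000 random lists of the same size matched on mean level in 20 bins. For gene sets, the SD of the mean level of each set with at least 2 members above background was taken, and the median over sets was placed among 1000 draws in which each member was replaced by a gene of its bin. Marker lists with at least 3 members above background were tested for coherence, the mean pairwise r between members over the arrays, against 10000 matched random lists. A percentile above 95 or under 5 was treated as apart. These percentiles describe these arrays, since genes are not independent replicates. The mean of each list was related to the mean of Olig2, Mnx1, Isl1 and Lhx3 by Pearson's r and Spearman's rho with two-sided exact permutation tests over all 720 pairings and Benjamini-Hochberg adjustment over the lists. Members of the 4-gene mean were left out of the lists set against it.

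The lists held markers of motor neurons, motor neuron progenitors, interneurons, floor plate, pluripotent cells, proliferating cells, glia, non-neural cells and blood, and genes of the integrated stress response, cholesterol synthesis, immediate early response, interferon response, hypoxia and glucocorticoid response. List members not matched by symbol or synonym were not analysed here, among them Slc18a3, Slc1a3, Hmgcs1 and Isg15. The lists, the tests, the rule for named genes and most alternatives were fixed before the data were examined. The named genes are the 4 motor neuron genes, the regulators Atf4 and Ddit3, and the 5 genes with the largest and the 5 with the smallest SD among genes above background, of which 1 is not reported here. The alternatives fixed in advance were quantile normalization, median centring, leaving out each array, background at the 99th percentile, no filter on low values and Spearman correlation. They also included linear scale, 50 bins, residuals from a fit on the mean of the 4 motor neuron genes, and their first component in place of their mean. Unit variance per gene and log2 of the value plus 1 were fixed in advance as well. A loess correction of each array against the mean level with a span of 0.3 was chosen after seeing the data, as were median centring and the leaving out of arrays for the agreement of arrays.

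Except where stated, the statistics were tested on simulated data with the means and SDs of the 12793 genes above background. A 1.5-fold larger SD planted in a list of the size of the classifier was called in 100% of 50 runs, and a list without it in 4% of runs. Planted coherence was called in 100% of 50 runs and absent coherence in 2%. A planted common shift in gene sets was called in 98% of runs and an absent one in 2%. An array with added noise was called in 100% of runs. Without added noise, only 6 independent normal values were tested, with no simulated arrays behind them, and they gave a call in 4%. Average r values of arrays share pairs and depend on each other, so this is not the rate of false calls of the screen. A planted common component over 2000 genes was called in 100% of 20 runs and an absent one in 5%. In 1000 runs of 6 samples, a strong relation was called by the exact test in 99.7% and an absent one in 4.1%. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, with matplotlib 3.10.9 for plots.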

Results

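The series holds 6 arrays of embryoid bodies with motor neurons after exposure to serum from mice that model Huntington's disease. In the study, these samples asked whether an indicator cell assay trained on serum from a mouse model of ALS was specific to that disease. Indicator cells are standardized cultured cells whose expression response to serum serves as the readout. With 1 group and no control arrays analysed here, the values describe the level of each gene under this serum and its SD over arrays. They do not describe a response to the serum. The SDs, read below as replicate error, can include differences between sera. Each array held values for 19613 genes. The median intensity per array ranged from 296 to 311.

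The first question was how closely the replicate arrays matched. Over all genes on the log2 scale, Pearson's r between the 15 pairs of arrays ranged from 0.991 to 0.997, with a median of 0.995. These correlations are across genes, which are not independent replicates. Replicate 8 had the lowest average r with the other arrays, at 0.992, and the next lowest was 0.994 in replicate 5. The Grubbs statistic for replicate 8 was 1.94 against a critical value of 1.89, so this array passed the threshold of the outlier screen by a small margin. Its low average came mostly from its pairs with replicates 5, 6 and 7, at 0.991, 0.991 and 0.992. With replicates 2 and 4 its r was 0.994 each, which to 3 decimals equals the lowest r among the other arrays, that between replicates 4 and 5. Over genes above background alone the lowest average was 0.990, again in replicate 8, and the statistic of 1.80 did not pass. On the linear scale, where the lowest average moved most, the array past the threshold was replicate 5, at an average r of 0.996 and a statistic of 1.92. All 6 arrays were kept.

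**Figure D1:**
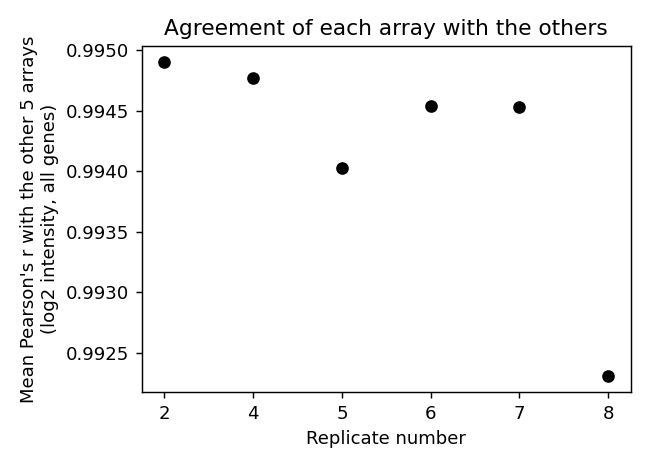
Average Pearson's r of each array with the other 5 arrays over all genes on the log2 scale (vertical axis), by replicate number (horizontal axis), with 1 point per array. Replicate 8 lies lowest at 0.992, and the highest average is 0.995.

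The next question was the replicate error of single genes. The background level was a log2 intensity of 7.47, and 12793 genes, 65.2% of the table, had a mean above it. Their median SD over the 6 arrays was 0.076 on the log2 scale, with quartiles of 0.053 and 0.11, and the median coefficient of variation on the linear scale was 5.27%. With no filter on low values, the alternative that moved it most, the median SD was 0.098. The SD fell with the level of the gene. With genes above background split into 4 bins of like size by mean level, the median SD was 0.11 in the lowest bin, then 0.078 and 0.069, and 0.058 in the highest bin. Genes below background had a median SD of 0.15. An SD over 0.2 was found in 532 genes, or 4.16% of those above background.

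The 5 genes with the largest SD were Hist1h2bk at 11.91 ± 0.95, Taar7b at 9.18 ± 0.89, Uqcr11 at 8.87 ± 0.85, Ndufb2 at 8.22 ± 0.67 and Gm5069 at 7.57 ± 0.58 (log2 intensity, mean ± SD, n = 6 each). The highest array exceeded the lowest by 4.35-fold for Hist1h2bk and by 6.41-fold for Taar7b. Taar7b was lowest in replicate 8, and without that array its SD was 0.50. Histone genes and trace amine receptor genes belong to families of near-identical members, so the values of Hist1h2bk and Taar7b are uncertain as to which member they measure. Gm5069 lay just above background on average and below it in replicate 5, and without that array its SD was 0.14. The genes with the smallest SD included Alkbh6 at 10.45 ± 0.0086, Zcchc8 at 9.97 ± 0.0095, Cfl2 at 11.53 ± 0.011 and Msto1 at 9.10 ± 0.011 (log2 intensity, mean ± SD, n = 6 each). These SDs were the lower extreme of many genes and rose under a different scaling of the arrays. Under median centring the SD of Alkbh6 was 0.028 and that of Cfl2 was 0.018.

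The study used Olig2, Mnx1, Isl1 and Lhx3, transcription factors that mark motor neurons and their progenitors, to correct for differences between batches of neurons. Isl1 had a log2 intensity of 10.33 ± 0.12, above 88.6% of all genes, and Olig2 had 9.00 ± 0.15, above 65.5% (mean ± SD, n = 6). Lhx3 had 8.64 ± 0.11 and Mnx1 had 8.48 ± 0.18, above 57.8% and 54.3% of genes (mean ± SD, n = 6). Probes differ in affinity between genes, so these percentiles rank intensities and not transcript amounts. The SDs of these genes exceeded the median SD of 0.076 for genes above background. The mean of the 4 genes was 9.11 ± 0.075 (log2 intensity, SD, n = 6) and ranged from 9.03 in replicate 7 to 9.23 in replicate 5. Leaving out replicate 5, the alternative that moved it most, gave 9.09. The stress regulators that the study named had levels of 11.51 ± 0.12 for Atf4 and 9.41 ± 0.17 for Ddit3 (log2 intensity, SD, n = 6). Both were lowest in replicate 8.

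**Figure D2:**
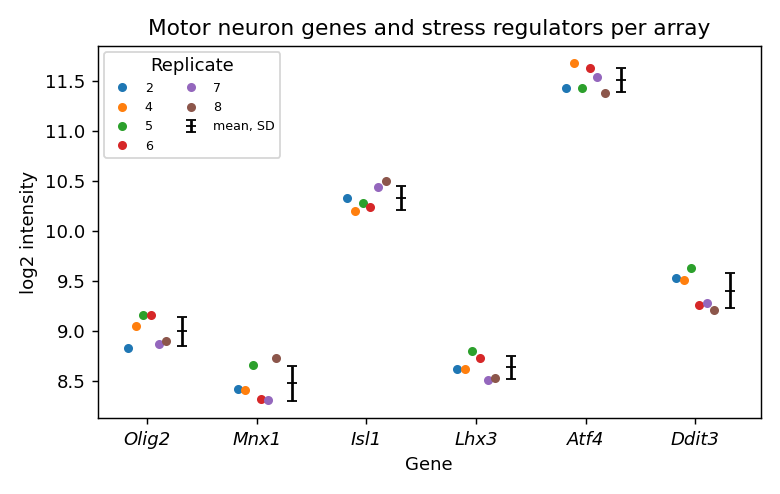
Log2 intensity (vertical axis) of the 4 motor neuron genes and of Atf4 and Ddit3 (horizontal axis), with 1 coloured point per array and the mean with its SD over 6 arrays in black. Among the motor neuron genes, Mnx1 has the widest SD at 0.18 and Lhx3 the narrowest at 0.11.

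To ask whether genes deviated together in some arrays, the principal components of the genes above background were compared with shuffled values. The first component took 47.4% of the variance, against a median of 21.0% and a maximum of 21.9% in 100 shuffled data sets (permutation p 0.0099, the smallest that 100 shuffles can give). Replicate 8 accounted for 63.9% of the squared loadings of this component, on which replicates 2, 4 and 8 had positive loadings and replicates 5, 6 and 7 negative ones. Over the 6397 genes with the higher levels among those above background, the first component took 31.9%, and replicate 5 led it with 57.7% of the squared loadings against 36.1% for replicate 8. The second component took 21.3% of the variance, and replicate 5 accounted for 59.1% of its squared loadings. Without replicate 8 the share of the first component was 37.3%, the lowest among the alternatives, and it stayed above the shuffled data sets.

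The genes read by the ALS classifiers were then compared with other genes of like level. Of the 134 genes of the gene classifier, 130 were above background, and their median SD was 0.079. Random lists matched on mean level had a median of 0.067, and the classifier genes lay at the 99.9th percentile of these lists. With background at the 99th percentile of olfactory receptor genes, the alternative that moved it most, the percentile was 96.3. The gene set classifier read the average level of 64 sets that were lower with ALS serum, holding 263 genes. The 134 genes are a subset of these 263, so the results for genes and sets are not separate evidence. For the 63 sets with enough members above background, the median SD of the set mean was 0.045, against 0.036 in matched draws, at the 99.9th percentile. For 103 of the 106 sets of the classifier with sets in either direction, the median SD was 0.042 against 0.037, at the 97.7th percentile. Members of a set share an annotated process and can vary together, whereas the draws replaced them by unrelated genes. A wider SD of set means than in the draws could thus be anticipated. It does not set these sets apart from other annotated sets, which were not compared. The mean level of the 130 genes had an SD of 0.039 over the 6 arrays and ranged from 9.88 to 9.99.

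Marker lists were used to ask which known programs varied between the arrays. All 7 proliferation genes were above background, and their mean was 9.99 ± 0.020 (log2 intensity, SD, n = 6). The mean was 9.21 ± 0.083 for motor neuron markers, 9.16 ± 0.077 for progenitor markers, 8.69 ± 0.051 for interneuron markers and 10.86 ± 0.058 for floor plate markers (SD, n = 6). It was 9.12 ± 0.063 for glial markers, 8.39 ± 0.12 for non-neural markers and 8.45 ± 0.12 for pluripotency markers, of which 3 of 6 were above background (SD, n = 6). Of the 5 matched blood markers, 0 were above background, and of the 6 matched interferon genes, 2 were, so these lists are given by level alone. Their means were 6.75 ± 0.10 over the 5 matched blood genes and 7.70 ± 0.070 over the 2 interferon genes above background (SD, n = 6). The means of the response lists were 11.03 ± 0.12 for integrated stress, 9.71 ± 0.20 for cholesterol, 8.26 ± 0.085 for immediate early, 10.90 ± 0.060 for hypoxia and 8.91 ± 0.029 for glucocorticoid genes (SD, n = 6). Cholesterol genes therefore had the widest SD of these lists. Their mean ranged from 9.49 in replicate 4 to 10.02 in replicate 8.

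**Figure D3:**
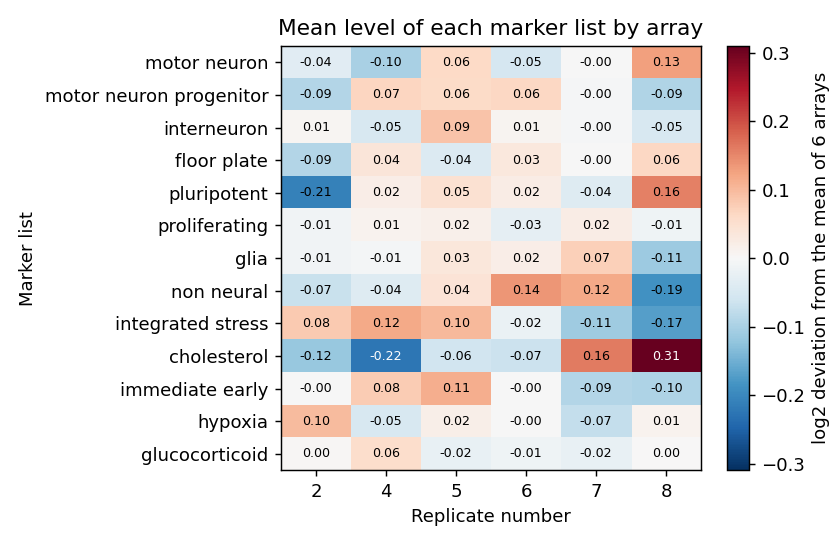
Deviation of the mean log2 intensity of each marker list from its mean over the 6 arrays (colour and printed value), by list (rows) and replicate number (columns). The cholesterol list is 0.31 above its mean in replicate 8, where the integrated stress list is at -0.17.

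Of the 13 lists with at least 3 members above background, 5 were more coherent than 95% of matched random lists. The mean pairwise r between members was 0.82 for the cholesterol list, with 7 members, and 0.76 for the integrated stress list, with 10 members, both above every one of 10000 random lists. It was 0.38 for hypoxia genes at the 99.8th percentile, 0.45 for non-neural markers at the 98.9th and 0.38 for progenitor markers at the 98.0th. The other 8 lists lay between the 48.1st and the 91.1st percentile, with motor neuron markers at the 84.3rd. Leaving out replicate 2, the alternative that moved it most, left 3 lists above the 95th percentile, and progenitor markers and hypoxia genes were no longer among them. The progenitor list also fell to the 76.2nd percentile under median centring and to the 82.5th with background at the 99th percentile of olfactory receptor genes, and without replicate 8 the non-neural list was at the 91.0th.

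**Figure D4:**
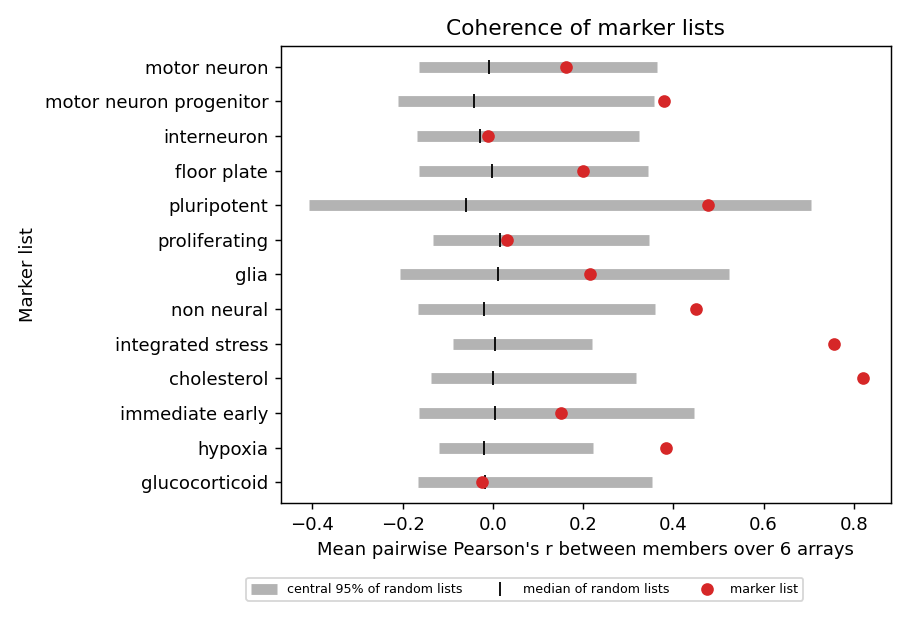
Mean pairwise Pearson's r between the members of each marker list over the 6 arrays (red points), with the median (black ticks) and central 95% (grey bars) of 10000 random lists matched on mean level. The cholesterol list at 0.82 and the integrated stress list at 0.76 lie farthest beyond their random lists.

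The mean of the 4 motor neuron genes was related to the mean of each of these 13 lists over the 6 arrays. Pearson's r ranged from -0.31 for glia to 0.64 for pluripotency markers, and 0 of 13 relations passed an adjusted p of 0.05 by the exact permutation test, nor did any have an unadjusted p under 0.05. The lowest exact p was 0.171 for pluripotency markers, with an adjusted p of 0.963. For this list Spearman's rho was 0.89 with an exact p of 0.0333 and an adjusted p of 0.433, and r was 0.51 without the 2 arrays farthest from the median of the 4-gene mean. The smallest adjusted p that 1 list alone can reach with 6 arrays is 0.0181. Under the alternatives the count was 0 as well, but with 1 array left out 1 list alone can reach no adjusted p below 0.108. Without replicate 2, hypoxia genes had an r of 0.92 with an exact p of 0.0333 and pluripotency markers had an r of 0.89 with an exact p of 0.0417, both unadjusted. The 4-gene mean joins Olig2, listed here with progenitor markers, to Mnx1, Isl1 and Lhx3, so opposite shifts can cancel in it. The first component of the 4 genes had an r of -0.65 with motor neuron markers and 0.74 with progenitor markers (exact p 0.158 and 0.121). The lack of a relation to the mean thus does not show that a list is unrelated to differentiation.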

Values the study reported

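The study classified 6 serum samples from the mouse model of Huntington's disease with 16 configurations of its ALS classifier, and 95% of these samples were called non-carriers of the SOD1 mutation in aggregate. Its first classifier used 64 gene sets that correspond to 263 genes, its second used 134 genes, and another used 106 gene sets. These features were selected on the first training arrays. For the Huntington's samples, the study trained its classifiers on a larger set to which the arrays of the blind test had been added. The features read in these 6 samples may therefore differ from the lists used here.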

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

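Among the tests in this part, those of noise near background and motor neuron content, the loess correction for the array agreement, and the background test for Gm5069 were chosen only after the result was seen. The loess correction was itself chosen after seeing the data, which holds for its use on Gm5069 and the glucocorticoid list as well, although what each explanation predicts there was written before those results. Of 35 sets of 6 values screened for a single array far from the others, 3 were picked out, where about 1.75 would be by chance. These picks rest on Dixon's ratio, the gap of the extreme array to its neighbour over the whole range.

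Replicate 8 had an average r of 0.992 with the other arrays, and its gap to the next array was 0.66 of the range. The low average came mostly from pairs with replicates 5, 6 and 7, at 0.991, 0.991 and 0.992, while r was 0.994 with replicates 2 and 4. The first component likewise had loadings of 0.083, 0.12 and 0.80 on replicates 2, 4 and 8 and of -0.32, -0.38 and -0.31 on replicates 5, 6 and 7. Replicates 2 and 4 correlated at 0.994 to 0.995 with replicates 5, 6 and 7. Other values order the arrays in the same way. The lower quartile of intensity was 121, 121 and 109 in replicates 2, 4 and 8 and 129 in each of replicates 5, 6 and 7, and the Y-linked gene Eif2s3y had log2 intensities of 8.81, 8.78 and 8.77 against 8.55, 8.58 and 8.57. Ddx3y, below background, followed this order at 7.40, 7.43 and 7.39 against 7.08, 7.27 and 7.10, while Kdm5d, also below background, did not, at 6.67, 6.63 and 6.68 against 6.77, 6.68 and 6.69. These values were picked out after they were seen. Whether the arrays divide along these signs or replicate 8 departs alone stays open, and no test of a division was made, since its groups would come from the same data. Replicate 8 was the extreme array in 9 of the 13 marker lists, where 4.33 would be expected if each array were equally often highest or lowest. Of the genes above background, 892 or 6.97% had 1 array far from the others, where chance gives about 1 in 20. Replicate 8 was that array in 54.1% of them and replicate 5 in 25.9%. Olfactory receptor genes had a median log2 intensity of 5.44 in replicate 8, lower than in the other arrays. A level-dependent difference that a smooth curve removes does not account for the gap. After a loess correction against the mean level, the average r of replicate 8 was 0.993, still the lowest, and it stayed past the threshold of the Grubbs' test. Noise of genes near background stays open as a candidate explanation. Over the 6397 genes with the higher levels among those above background, the average r of replicate 8 was 0.989, marginally above that of replicate 5, and the Grubbs statistic of 1.29 was below the critical value of 1.89. The first component over these genes took 31.9% of the variance, with 57.7% of its squared loadings from replicate 5 and 36.1% from replicate 8. A different content of motor neurons cannot be told apart from other differences, because 2 of the 3 neuronal lists of replicate 8 lay outside the range of the other arrays, motor neuron markers above it and progenitor markers below it, while interneuron markers lay within it. The progenitor markers of replicate 8 were below those of replicate 2 by far less than the SD of 0.077, with deviations of -0.094 and -0.092 from the mean over arrays. Which mouse, culture or array batch replicate 8 came from is not given, so no biological explanation was tested.

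Gm5069 had a log2 intensity of 6.42 in replicate 5, with a gap of 0.80 of the range. The ratio was 0.76 after a loess correction against the mean level, so a smooth level-dependent difference is not the whole cause. The value of 6.42 lies below the background level of 7.47, while the other arrays lie above it, from 7.64 to 7.95. That restates the observation, so noise near background stays open and was not decided. No biological explanation was tested.

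The mean of the glucocorticoid list was highest in replicate 4, at 8.96, with a gap of 0.67 of the range. The excess over the mean of the other arrays was 0.067 on the log2 scale. The ratio was 0.66 after a loess correction against the mean level, which argues against a smooth level-dependent difference. Leaving out any 1 of the 6 members took the array back inside the critical value, so that 0 of 6 such removals kept it. The ratio was close to the critical value to begin with, so this decides nothing about a single member as the source. Replicate 4 was the highest array for 3 of the 6 members, and the list was not coherent, with a mean pairwise r of -0.025. With 1.75 picks expected by chance, chance stays open for this list. No biological explanation was tested.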

How the results depend on the processing

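The loess correction, and median centring and the leaving out of arrays for the agreement of arrays, were chosen after seeing the data. The test of a departure from the non-carrier reference and its alternatives were not run, because the values are intensities and not ratios to that reference.

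The shared variation between arrays stayed above the shuffled data sets in all 12 alternatives, with a share of the first component between 37.3% and 57.1%. The classifier genes stayed above the 95th percentile in all 13 alternatives, between 96.3 and 99.96. The sets lower with ALS serum did so in all 12, between 97.6 and 100, and the sets in either direction in all 12, between 96.1 and 100. The mean of the 4 motor neuron genes lay between 9.09 and 9.13 in its 9 alternatives, most of which can move a mean of 6 arrays only a little by construction. The count of lists related to the motor neuron genes was 0 in its 12 alternatives. In the 6 of them that leave out an array this says nothing about stability, since 1 list alone can then reach no adjusted p below 0.108. Single relations moved widely over these removals, for instance from -0.17 without replicate 8 to 0.50 without replicate 7 for the cholesterol list. The first component of the 4 genes is another measure than their mean, with an r of -0.65 with motor neuron markers and 0.74 with progenitor markers. Its sign is arbitrary, so only the opposition between these values can be read.

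The agreement of arrays depended on the setting. Replicate 8 was no longer past the threshold over genes above background, where the lowest average r was 0.990, and the low genes left out there are the ones with the widest SD. On the linear scale, with a lowest average of 0.996, replicate 5 was past the threshold in its place, and the cause was not tested. Leaving out each array gave lowest averages from 0.992 to 0.995, and replicate 8 was not past the threshold without replicate 6, at 0.993, or without replicate 7, at 0.992. The test then has fewer arrays. Without replicate 8 itself the lowest average was 0.995 and no array passed.

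The median SD was 0.098 with no filter on low values, since genes below background have a wider SD. It ranged from 0.067 to 0.078 over the removals of 1 array, with the lowest value without replicate 8. The count of coherent lists was between 3 and 5 over the same removals, with 3 without replicate 2, and the cause was not tested. The cholesterol list stayed above the 95th percentile in all 12 alternatives, at 99.99 or higher, and the integrated stress list did so in all 12. Without replicate 8 the pluripotency list rose to the 97.1st percentile. Among single lists and genes, 494 values kept their side or moved by less than their error, 18 moved by more, 5 lost the threshold and 1 gained it. The SDs of the 5 least variable genes made up most of the 18, because quantile normalization, median centring and the loess correction each raised them. Signal over background limits what low genes can show, as the median SDs of 0.15 below background and 0.058 among the 3198 genes with the highest levels show.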

Other observations

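Among the tests in this part, those of chance pairing and of replicate 8 alone for the cholesterol and stress lists, and that of genes near background for the widest SDs, were chosen only after the result was seen. The loess correction was itself chosen after seeing the data, although what the explanation predicts for these lists was written before that result.

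The cholesterol and integrated stress lists were the most coherent ones, and they varied in opposite directions. Over the 6 arrays, Pearson's r between their means was -0.94 with an exact permutation p of 0.00694, and Spearman's rho was -0.83 with an exact p of 0.0583. Without the 2 arrays farthest from the median of the cholesterol list, r was -0.56, so that its strength rests in part on those arrays. This was the pair with the lowest p among 78 pairs of lists without shared members, of which 4 had an exact p under 0.05 and 0 had an adjusted p under 0.05. The adjusted p of 0.361 for this pair does not exclude chance, and 6 arrays are too few to decide, since 1 pair alone can reach no adjusted p below 0.108. A smooth level-dependent difference and replicate 8 alone were argued against, since r was -0.94 after a loess correction against the mean level and -0.88 without replicate 8. Motor neuron content stays open. The r was -0.96 after removing a linear fit on the mean of the 4 motor neuron genes, but that mean was close to unrelated to both lists, with an r of 0.19 for cholesterol and 0.026 for stress genes, so its removal decides nothing. The motor neuron list itself rose with the cholesterol list, with an r of 0.81 and an exact p of 0.0556, a rho of 0.89 and an exact p of 0.0333, adjusted p values of 0.831 and 0.969 over the 78 pairs, and an r of 0.75 without the 2 arrays farthest from the median. The first component of the 4 genes had an r of -0.72 with cholesterol genes and 0.65 with stress genes, with exact p values of 0.128 and 0.154. The sign of a component is arbitrary but shared by all lists. Motor neuron markers, with an r of -0.65, lay on the side of cholesterol genes, and progenitor markers, with 0.74, on that of stress genes. The exact p values of these 2 relations were 0.158 and 0.121, so the sides can be read but decide nothing. An opposite variation of sterol synthesis and stress signalling between cultures is thus a hypothesis that may deserve a test in a larger set of arrays. Differences in serum lipids between mice, in culture time or in cell density were not tested.

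The classifier genes of the study varied together more than matched genes. The mean pairwise r of the 130 genes above background was 0.14, against a median of 0.0079 in random lists matched on mean level, at the 100th percentile. Removing the 5 genes that are also in the integrated stress list left 125 genes with a mean pairwise r of 0.13, still at the 100th percentile, so those members alone are not the source. A wider stress program stays open. The study reported that its gene classifier is enriched for direct targets of Atf4 and Ddit3 under stress of the endoplasmic reticulum. The 125 genes can therefore hold more such targets, and the removal does not test the wider program. Over the 6 arrays the mean of the 125 genes followed the integrated stress list with an r of 0.80 and an exact p of 0.0611 and a rho of 0.89 and an exact p of 0.0333, and r was 0.77 without the 2 arrays farthest from the median. This relation was computed after the pattern was seen and is not adjusted for other relations. These genes were chosen by the study on arrays with ALS and non-carrier serum, not on these. They come from annotated gene sets that were lower together with ALS serum. A mean pairwise r above that of unrelated genes could thus be anticipated. A shared response to differences between cultures or sera may underlie the joint variation, and the 6 arrays of 1 group cannot separate the serum from the culture.

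The 100 genes with the widest SD lay toward low levels. Of these, 52 were among the 3199 genes with the lowest levels above background, where 25 would be expected by chance, so that noise near background is a candidate explanation for part of them. The 3198 genes with the highest levels held 15 of them. Among the 100 genes, 17 were named as olfactory, vomeronasal or trace amine receptors and 4 as histones, families with near-identical members.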
